# Biglycan and reduced glycolysis are associated with breast cancer cell dormancy in the brain

**DOI:** 10.3389/fonc.2023.1191980

**Published:** 2023-06-29

**Authors:** Ashley Sunderland, Jennifer Williams, Tereza Andreou, Nora Rippaus, Christopher Fife, Fiona James, Yolanda Dyah Kartika, Valerie Speirs, Ian Carr, Alastair Droop, Mihaela Lorger

**Keywords:** dormancy, breast cancer, brain metastases, glycolysis, biglycan, YAP

## Abstract

Exit of quiescent disseminated cancer cells from dormancy is thought to be responsible for metastatic relapse and a better understanding of dormancy could pave the way for novel therapeutic approaches. We used an *in vivo* model of triple negative breast cancer brain metastasis to identify differences in transcriptional profiles between dormant and proliferating cancer cells in the brain. *BGN* gene, encoding a small proteoglycan biglycan, was strongly upregulated in dormant cancer cells *in vivo*. *BGN* expression was significantly downregulated in patient brain metastases as compared to the matched primary breast tumors and *BGN* overexpression in cancer cells inhibited their growth *in vitro* and *in vivo*. Dormant cancer cells were further characterized by a reduced expression of glycolysis genes *in vivo*, and inhibition of glycolysis *in vitro* resulted in a reversible growth arrest reminiscent of dormancy. Our study identified mechanisms that could be targeted to induce/maintain cancer dormancy and thereby prevent metastatic relapse.

## Introduction

The vast majority of breast cancer deaths are due to metastases, which often develop years after the initial diagnosis of the primary tumor. Evidence suggests that non-proliferating, asymptomatic cancer cells that lay dormant in different organs since their initial dissemination may be responsible for metastatic relapse. Brain metastases develop in ~20% of cancer patients and are associated with a very poor prognosis (1, 2). Brain metastases tend to develop late in the course of progressive metastatic disease, and thus tend to have a longer latency period as compared to metastases at other sites (3). Therefore, cancer cell dormancy may be of a particular interest in the context of brain metastases. While several molecular players and pathways involved in the regulation of a dormant phenotype have been identified (4–6), our understanding of dormancy is still very limited, particularly when it comes to cancer dormancy in the brain (7). Better understanding of mechanisms involved in the regulation of dormancy may reveal unique opportunities for therapeutic interventions, for example by inducing dormancy in proliferating cancer cells.

We here used an *in vivo* model of experimental breast cancer brain metastasis to identify the molecular profile of dormant cancer cells in the brain. Our study reveals a functional relationship between reduced aerobic glycolysis and dormant phenotype, and an involvement of a small proteoglycan biglycan.

## Methods

### Cell culture

MDA-MB-231 and HEK293 cells were obtained from ATCC. MDA-MB-231 cells were cultured in EMEM (Sigma Aldrich) containing 10% FBS, L-glutamine, vitamin mix, non-essential amino acids, sodium pyruvate and penicillin/streptomycin. HEK293 cells were grown in DMEM (Sigma Aldrich) containing 10% FBS and penicillin/streptomycin. Cells were regularly tested for Mycoplasma and confirmed to be Mycoplasma free. Whenever specified, MDA-MB-231 cells were labeled using CellVue Claret^®^ Far Red Fluorescent dye (Sigma Aldrich) according to manufacturer’s instructions.

For *in vitro* assays, MDA-MB-231 cells were seeded at 1x10^5^ cells per 6-well. High glucose DMEM/F-12 medium (Thermofisher, 11320033) was used for experiments with 2-DG (Sigma Aldrich) and medium replenished daily.

### Generation of MDA-MB-231/BGN and MDA-MB-231/CON cells

Neomycin resistance gene was inserted downstream of PGK promoter in pTREAutoR3 lentiviral vector (8). *GFP* gene downstream of a doxycycline-inducible minimal CMV promotor was replaced with *BGN* gene. Vector without an insert was used as s control. Lentivirus was generated as previously described (9). Following transduction, MDA-MB-231 cells were maintained in medium containing TET Systems approved FBS (Thermofisher). Neomycin (500µg/ml) was added to the medium until all non-transduced cells perished. Cells transduced with pTREAutoR3_Neo_BGN and control vector were named MDA-MB-231/BGN and MDA-MB-231/CON, respectively. *BGN* expression was induced by adding doxycycline (1µg/mL) for at least 2 days. For *in vivo* experiments, cells were tagged with Firefly luciferase as described (9).

### *In vivo* studies

Six- to eight-week-old C.B.17 SCID mice (C.B-*lgh-1^b^/lcr*Tac-*Prkdc^scid^)* were purchased from Charles Rivers Laboratories. Brain tumor xenografts were generated by injection of 1x10^5^ CV-labelled MDA-MB-231 cancer cells into the internal carotid artery (10) or through implantation of firefly luciferase-tagged MDA-MB-231/BGN and MDA-MB-231/CON cancer cells (1x10^5^) into the striatum as previously described (9). Doxycycline (100 mg/kg BW) was administered i.p. on days 1, 3 and 5 post-cancer cell injection, and in water (2 mg/mL) from day 6 on. Tumor growth was monitored *in vivo* by bioluminescence imaging, using IVIS Spectrum (Perkin Elmer). Living Image software (Perkin Elmer) was used for quantification of bioluminescence signals.

### Ethical approval statement

All procedures were approved by the University of Leeds Animal Welfare & Ethical Review Committee and performed under the approved UK Home Office project license.

### Sorting of cancer cells from brains

Left hemisphere of the brains isolated from mice at 4 weeks post-intracarotid injection of CV-labeled GFP+ cancer cells were enzymatically dissociated in EMEM containing 3mg/ml collagenase and 250 U/ml hyaluronidase for 20 minutes at 37°C. Tissue was washed in cold incubation buffer (0.5% BSA and 2mM EDTA in PBS) and strained. Myelin was removed using Myelin Removal Beads II (Miltenyi Biotec). GFP+CV- and GFP+CV+ cancer cells were sorted from the resulting cell suspension using the Influx v7 Sorter (BD Biosciences). Cultured MDA-MB-231 cells (GFP-tagged, untagged CV-labelled, GFP-tagged and CV-labeled, and untagged/unlabeled) were used for compensation. Analysis was performed using FlowJo.

### RNA sequencing, data processing and analysis

Total RNA from sorted cancer cells was isolated using the Arcturus^®^ PicoPure™ RNA Isolation Kit (Thermo Fisher), followed by DNA removal using the RNase-free DNase Set (Qiagen). Smart-seq2 protocol (11) and the Nextera XT DNA Library Prep kit (Illumina) were used to generate full-length cDNA and sequencing libraries. PCR amplification was performed for 15 cycles. Libraries were pooled and paired-end mRNA sequencing was performed using the Hiseq3000 platform (Illumina).

Data processing was performed using R/Bioconductor. Reads were quality-assessed and trimmed using FastQC (12) and Cutadapt (13), respectively. Primary assemblies and comprehensive gene annotations for human, release 31 (GRCh38.p12), and mouse, release M22 (GRCm38.p6), were sourced from GENCODE (14). Human and mouse chromosomal identifiers were renamed for disambiguation, and assemblies concatenated using Biostrings (15). Reads were aligned using STAR aligner (16), with Qualimap (17) and Picard Tools (18) used for quality assessment. Read quantification, transcriptome merging and count mapping was performed using RSubread (19). Multi-mapping reads were included. Mouse-mapping reads, as identified from prior chromosomal renaming, were discarded as the desired cancer cells were of human origin. Read counts were converted to integers, and size factor normalization was performed using DESeq2 (20). Ensembl IDs were converted to gene symbols using Ensembl Gene ID Converter (21).

Genes were analyzed using an *FDR =< 0.05* cutoff, unless otherwise stated. Functionally implicated transcription factors were predicted using TFactS (22). Functional protein annotation networks were visualized using STRING (23). Heat maps (unsupervised hierarchical clustering), constructed at the transcript level, and principal component analysis (PCA) plots, were generated using ClustVis (24). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was carried out using ClusterProfiler (25), with no output statistical cut-off, however the input gene list was restricted to a minimum fold change of 2.

### Data availability statement

The mRNAseq datasets generated for this study can be found in the Gene Expression Omnibus database with the accession code GSE220017. Publicly available data sets analyzed in this study included GSE2034, GSE5327, GSE12276, GSE14017 and GSE43837.

### Analysis of publicly available datasets

Raw data from GSE2034, GSE5327, GSE12276, GSE14017 and GSE43837 was extracted and independently normalized using the R package Affy (26). Gene expression data from Varešlija et al. were downloaded from the GitHub repository rpriedig (27). Pre-normalized *BGN* gene expression data was further normalized to that of *POLR2A* expression prior to analysis.

### Taqman qPCR assay

Total RNA from cells grown *in vitro* was isolated using the RNeasy Mini Kit (Qiagen). cDNA synthesis was performed with Superscript III Reverse Transcriptase kit (Invitrogen). Taqman PCR was performed as previously described (9). All assays were from ThermoFisher: *BGN* (Hs00959143_m1), *GAPDH* (Hs02786624_g1), *ITGB1* (Hs01127536_m1), *ITGB2* (Hs00164957_m1), *ITGB4* (Hs00236216_m1), and *POLR2A* (HS00172187_m1).

### Western blotting

Cell lysis and Western blot were performed as previously described (9). Primary antibodies were directed against biglycan (Proteintech, 16409-1-AP; 1:800), YAP1 (Santa Cruz Biotechnology, sc-101199; 1:1000), phospho-YAP1 (Fisher scientific, PA5-17481; 1:1000), and vimentin (DAKO, M0725; 1:1000). HRP-conjugated secondary anti-mouse and anti-rabbit antibodies were from Cell Signalling. Band intensity was quantified using Fiji image processing package.

### Cell cycle analysis and flow cytometry

Cells were incubated for 30 minutes with 10μM BrdU prior to harvest, and re-suspended in PBS, followed by dropwise addition of 9x volume of cold 70% ethanol and incubation on ice for 30 minutes. Cells were first re-suspended in denaturation buffer (PBS, 2M HCl, 0.5% Triton X-100) for 30 minutes at RT, followed by incubation in neutralization buffer (PBS, 0.1M Na_2_B_4_O_7_.10H_2_O, pH 8.5) for 30 minutes at RT, and then re-suspended in PBS, 1% w/v BSA, 0.5% v/v Tween-20 containing anti-BrdU-APC antibody (eBioscience, 17-025-152), and incubated for 1 hour at RT. Cells were washed 3x in PBS and incubated in PBS with 5μg/ml RNase A (Qiagen) and 10μg/ml propidium iodide (Sigma Aldrich) for 30 minutes at RY prior to flow cytometry analysis using the CytoFLEX Flow Cytometer (Beckman Coulter).

### Immunofluorescence

Cells were grown on plastic and fixed in 4% PFA for 10 minutes at RT. Mouse brain tissue was fixed and processed for floating sections, and staining performed as previously described (9). Incubation with all primary and secondary antibodies was for 1 hour at RT. Primary antibodies were directed against biglycan (Proteintech, 16409-1-AP; 1:200), GFP (Abcam, Ab13970; 1:1000), and YAP1 (Novus Biologicals, NB110-58358; 1:50). Secondary antibodies were from Jackson Immunoresearch. Nuclei were stained with DAPI. Images were acquired using AxioCam MRm (Zeiss) and AxioVision software (Zeiss), or the A1R confocal microscope equipped with Confocal NIS-Elements software (Nikon).

### Statistical analysis

Statistical analyses of data not derived from mRNAseq outputs were carried out using GraphPad Prism version 8.0.0 for Windows (GraphPad). The error bars on all graphs represent the standard error of the mean (SEM). Statistical significance between the experimental groups was determined by t-test or One-way ANOVA followed by multiple comparison analysis, as specified in figure legends.

## Results

### Dormant and proliferating cancer cells isolated from the brain have distinct molecular profiles

We previously reported that, following its injection into the internal carotid artery, the triple negative breast cancer cell line MDA-MB-231 displayed a low efficiency of cancer cell outgrowth in the brain following initial cancer cell seeding (Lorger and Felding-Habermann, 2010). Analysis of coronal brain sections by immunofluorescence 4 weeks after the injection of green fluorescence protein (GFP)-tagged MDA-MB-231 cells confirmed the presence of cancer cells in the brain, either as small cell clusters or single cells, with very few larger cancer lesions observed (**Figure 1A**). To distinguish between cancer cells that have undergone proliferation following their arrival in the brain versus those that remained dormant, GFP+ cancer cells were labelled with CellVue Claret (CV) vital dye. We confirmed *in vitro* that in proliferating cultured MDA-MB-231 cells this dye is diluted below the limit detectable by flow cytometry within 14 days, as the dye is being equally split between daughter cells at each cell division (**Supplementary Figure 1A**). As such CV loss can be used to detect proliferating cells, while non-proliferating cells are expected to retain the dye.

**Figure 1:**
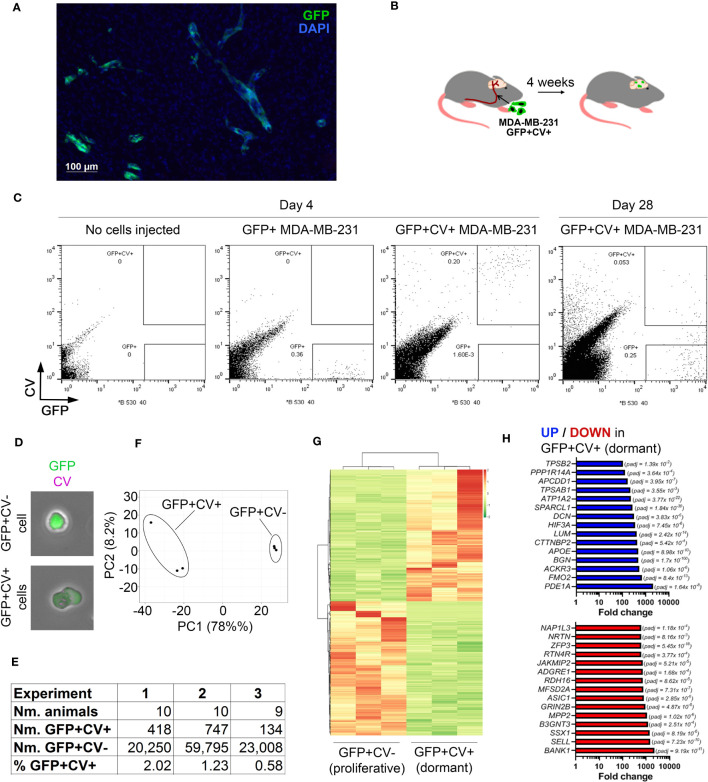
*In vivo* model of breast cancer cell dormancy in the brain and the molecular profile of dormant cancer cells. **(A)** Detection of cancer lesions in mouse brain 4 weeks after intracarotid injection of green fluorescence protein (GFP)-tagged MDA-MB-231 breast cancer cells by immunofluorescence. **(B)** Experimental scheme of the *in vivo* model for studying dormant and proliferating cancer cells in the brain. CellVue Claret (CV)-labelled, GFP-tagged MDA-MB-231 cancer cells were injected into the internal carotid artery and the brains isolated 4 weeks later. **(C)** Representative dot plots showing the analysis of mouse brains by flow cytometry. A control brain (no cells injected) and brains of mice that received GFP+ or CV-labelled GFP+ MDA-MB-231 cells, respectively, were harvested at 4 days post-cancer cell injection. A dot plot showing the analysis of pooled brains (*N=10*) isolated from mice receiving CV-labelled GFP+ MDA-MB-231 cells at 28 days post-cancer cell injection is displayed to the right. 54,000 events per plot are displayed. **(D)** GFP+CV- and GFP+CV+ cancer cells isolated from mice brains by FACS were analyzed by immunofluorescence. **(E)** Experimental details of 3 independent *in vivo* experiments for isolation of dormant and proliferating cancer cells. **(F)** Principal component analysis (PCA) of dormant and proliferating cancer cell samples from 3 independent *in vivo* experiments based on differentially expressed genes. **(G)** Heat map visualizing hierarchical clustering of genes differentially expressed between dormant and proliferating cancer cells.**(H)** Top 15 up-regulated (top panel; blue) and down-regulated (bottom panel; red) genes in dormant (GFP+CV+) versus proliferating (GFP+CV-) cancer cells.

CV-labelled GFP+ MDA-MB-231 cells were injected into the internal carotid artery of CB17SCID mice (**Figure 1B**). We have previously demonstrated that cancer cells start extravasating into the brain at ~day 3 post-injection and all cells are extravascular by day 7 (10). To determine whether GFP+CV+ cancer cells can be detected in the brain prior to resuming proliferation, we isolated and dissociated whole brains 4 days post-cancer cell injection and analyzed them by flow cytometry. At this early time point, all cancer cells appeared within the GFP+CV+ gate and with no events observed within the GFP+CV- gate. The latter was set based on the analysis of brains isolated from mice following the injection of GFP+ cancer cells not labelled with CV and based on cultured GFP+, CV+ and GFP+CV+ MDA-MB-231 cells (**Figure 1C**; **Supplementary Figure 1B**). This confirmed a reliable separation of GFP+CV- and GFP+CV+ cancer cell populations in mouse brains by flow cytometry.

We next isolated by FACS non-proliferating dormant (GFP+CV+) and proliferating (GFP+CV-) MDA-MB-231 cancer cells from the mice brains 4-weeks after the injection of GFP+ cancer cells labeled with CV into the internal carotid artery. Due to the low number of cancer cells in the brain, 9-10 mice brains were pooled. The majority of cancer cells lost CV dye and appeared within the GFP+CV- gate as expected, as proliferating cells outnumbered any dormant cells within the 4-week period due to their expansion. However, a clear population of GFP+CV+ cancer cells remained (**Figure 1C**, right). We also confirmed that the cells were GFP+CV- or GFP+CV+, respectively, by immunofluorescence (**Figure 1D**). 

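MDA-MB-231 is a human breast cancer cell line, and CellVue Claret (CV) is a membrane dye that is diluted as cells divide, so cells that kept it were taken as dormant (GFP+CV+) and cells that lost it as proliferating (GFP+CV-). Each of the 6 libraries held the cells of one population sorted at day 28 from a pool of 9 or 10 mouse brains. There were 3 libraries per population, and the dormant and proliferating cells with the same number came from the same pool. The authors made full-length cDNA with the Smart-seq2 protocol and aligned paired-end reads to joined human and mouse assemblies. They discarded reads that mapped to mouse, and reads that mapped to several places were included in the counts. The deposited table holds estimated counts and normalized read counts of the 1161 genes that the authors called, out of 20582 genes that their raw and adjusted p-values imply were tested. Of genes outside this list, only markers of Supplementary Table IB were used here, with the paper's values. The estimated counts of the listed genes summed to 17928784, 11413726 and 15987180 in proliferating (GFP+CV-) replicates 1, 2 and 3, and to 10581960, 10695947 and 7978657 in dormant (GFP+CV+) replicates 1, 2 and 3. These sums are parts of the libraries and not their depth, which is not given by the table. Between 8 and 25 listed genes had no counts in a proliferating library, and between 115 and 127 in a dormant library. Among whole-number counts of 1 to 50, 64.2% to 87.9% were even in each library.

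Estimated counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, with the authors' size factors, which ranged from 0.724 to 1.38. The standard errors of its log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over the 20582 genes, and also over the 1161 listed genes alone. Because the list is the authors' own selection on these libraries, a count over the list alone shows no stability of the calls. The dispersion between replicates was estimated from the listed genes only, with a common value of 0.182, or 0.144 with the replicate number as a block. Across the listed genes, the deviations of the libraries of replicates 1, 2 and 3 from their group means had correlations of 0.057, -0.018 and 0.001 between the populations, and genes are not independent replicates. Results with the replicate number as a block are given beside the numbers of genes past the threshold over the 20582 genes in the main edgeR test and beside the log2 fold changes of single genes where stated.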

To obtain biological triplicates, 3 independent experiments were performed, and isolated cells subjected to the genome-wide gene expression analysis by mRNAseq. As summarized in **Figure 1E**, GFP+CV+ cancer cells represented between 0.58 to 2.02% of all isolated GFP+ cancer cells.

Principal component analysis (PCA) revealed separate clustering of dormant and proliferating cell transcriptomes (**Figure 1F**). 

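Over the 1161 listed genes, as log2 of the normalized read count plus 1 with each gene centred and scaled to unit variance, principal component 1 held 85.5% of the variance and principal component 2 held 4.52%. The scores of the proliferating (GFP+CV-) libraries on component 1 were -28.05, -28.18 and -29.35. Those of the dormant (GFP+CV+) libraries were 26.55, 23.5 and 35.53. The gap between the populations was larger than the spread between the replicates of either population. Every proliferating library lay below every dormant library, for which the two-sided exact permutation p is 0.1, the smallest that 3 against 3 libraries allow. The genes entering the analysis had been selected for a difference between the same libraries, so their separation is in part fixed by that selection. On component 2, dormant replicate 3 had a score of -11.91, against 7.12 and 7.16 for dormant replicates 1 and 2. Without the log, the share of component 1 was 78.03%, the alternative that moved it most. With the mean of each replicate pair removed as a replicate block, the share was 91.6%.

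**Figure D1:**
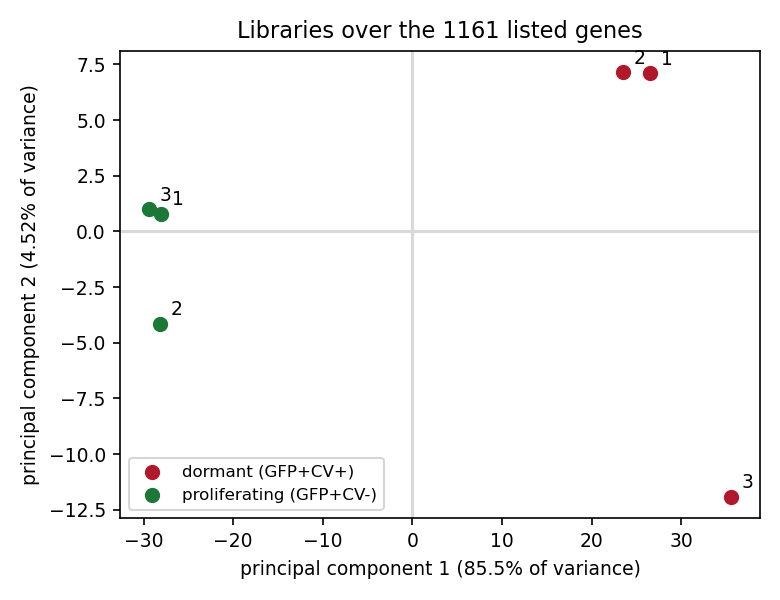
Scores of the 6 libraries on principal component 1 (horizontal axis, 85.5% of the variance) and principal component 2 (vertical axis, 4.52%) over the 1161 listed genes. Each point is a library with its replicate number, red for dormant (GFP+CV+) and green for proliferating (GFP+CV-), and the populations lie on opposite sides of 0 on component 1.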

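In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 20582 genes, 3 listed genes had an adjusted p-value under 0.05, all of them higher in dormant (GFP+CV+) cells, and 4 did with the replicate block. The 3 genes were *BGN*, *CD4* and *SPARCL1*. *BGN* and *COL1A1* were among the 4. The smallest adjusted p-value above the threshold was 0.0569, 151 genes lay from 0.05 to under 0.06, and 451 genes were under 0.1. The unadjusted p-value was under 0.05 for 1157 of the 1161 genes. Adjusted over the list alone, 1157 genes passed the threshold, 576 higher and 581 lower in dormant cells, and 1097 with the replicate block, 544 higher and 553 lower. The alternative set beforehand that moved the count over 20582 genes most was a rescaling of the libraries by their median ratio over the listed genes, which gave 611 genes, 68 of them higher. DESeq2, added after the data were seen, gave 1161 genes on the same counts and size factors, so the low number goes with the edgeR test. The list came from the authors' DESeq2 fit, so its recovery by DESeq2 shows no stability of the calls. In direction, 576 genes were higher and 585 lower in dormant cells. Of these, 497 were higher and 275 lower by at least 2-fold, and 499 and 281 with the replicate block. The 3 dormant libraries lay wholly above or below the 3 proliferating libraries for 1152 genes, against a share of 10% by chance for unselected genes. In all 3 same-numbered pairs, 575 genes were higher and 584 lower in dormant cells. Counts of 5 pairs of listed features lay within 5% of each other in every library, so some features may share their reads.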

Unsupervised hierarchical clustering of samples identified 1161 genes that were differentially expressed between dormant and proliferating cancer cells (*FDR* < 0.05) (**Figure 1G**; **Supplementary Table IA**). The most significantly differentially expressed gene was *BGN* (*FDR* 1.7x10^-100^), which encodes a small extracellular matrix protein biglycan (28), with 474-fold upregulation in dormant versus proliferating cancer cells (**Figure 1H**).

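*BGN* (ENSG00000182492.15) is a protein-coding gene on the plus strand of chromosome X, from 153494980 to 153509546 in GRCh38. Its estimated counts were 20, 10 and 12 in the proliferating (GFP+CV-) libraries and 4762, 7912 and 3346 in the dormant (GFP+CV+) libraries. The normalized read count was 5582 ± 1745 (SD, n = 3) in dormant cells and 11.7 ± 2.5 (SD, n = 3) in proliferating cells, a difference far larger than the spread between replicates. The fold change of *BGN* was 470, a log2 fold change of 8.88 with a standard error of 0.40 and an adjusted p-value of 0.000881 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had the smallest p-value of the listed genes. With the replicate block, the log2 fold change was 8.84 (standard error 0.43) and the adjusted p-value from the same edgeR test was 0.0129. With each library left out in turn, the log2 fold change of *BGN* stayed between 8.59 and 9.07. The authors' deposited table gives 8.89 with a standard error of 0.41 from their DESeq2 fit. That standard error is another measure than the one derived here from edgeR's F statistic.

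*CD4* rose by a log2 fold change of 6.35 (standard error 0.49) and *SPARCL1* by 8.02 (standard error 0.69), with adjusted p-values of 0.0224 and 0.0337 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block their edgeR adjusted p-values were 0.100 for *CD4* and 0.102 for *SPARCL1*. *SPARCL1* had 10, 4 and 5 counts in proliferating cells, and *CD4* had 21, 17 and 22. *BGN*, *SPARCL1* and *CD4* also stand on lists of marker genes of fibroblasts, astrocytes and macrophages, respectively.

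The 15 upregulated genes of Fig. 1H were all higher and the 15 downregulated genes all lower in dormant cells, also with the replicate block. Of the upregulated genes, 2 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and 2 with the replicate block, and none of the downregulated genes did in either fit. *PDE1A* had 2, 0 and 0 counts in proliferating cells, so it was at least 426-fold higher in dormant cells, where its counts ranged from 72 to 1638. The size of its rise depended on single libraries. Its fitted log2 fold change was 10.71, or 9.86 with the replicate block. It ran from 9.68 without dormant replicate 3 to 13.11 without proliferating replicate 1. *BANK1* had no counts in any dormant library and was at least 133-fold lower.

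**Figure D2:**
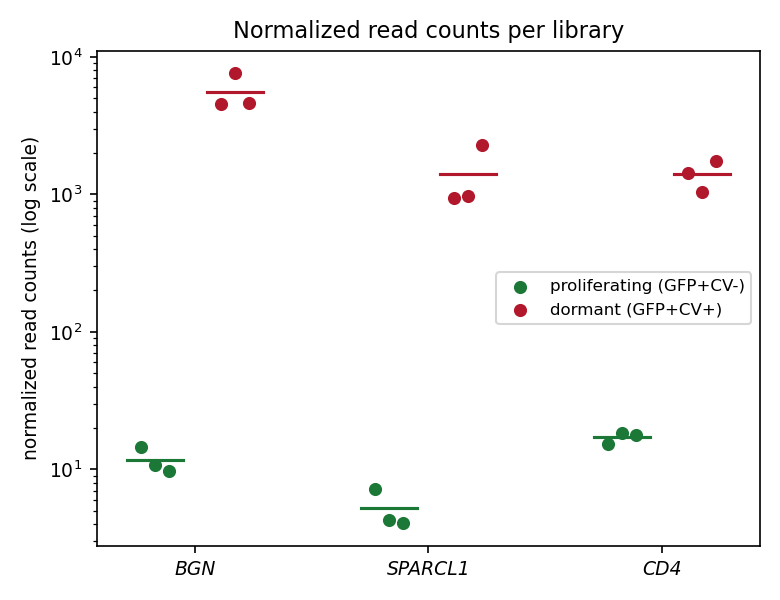
Normalized read counts on a log scale (vertical axis) of *BGN*, *SPARCL1* and *CD4* in each library, green for proliferating (GFP+CV-) and red for dormant (GFP+CV+), with a line at the mean of 3 libraries. For each gene, the 3 dormant libraries lie above the 3 proliferating libraries.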

To determine whether any of the previously identified dormancy markers (29) are associated with a dormant cancer cell phenotype in the brain, we analyzed the expression of these markers in our data set. 

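Of the 45 dormancy-associated markers in the paper's Supplementary Table IB, 5 were among the listed genes. *COL1A1*, *TGFB2*, *CEBPG* and *EGR1* were higher and *FOSL1* was lower in dormant (GFP+CV+) than in proliferating (GFP+CV-) cells, and these directions held with the replicate block. *COL1A1*, which is also on a list of fibroblast marker genes, changed most, with a log2 fold change of 2.93 (standard error 0.32, and 2.87 with the replicate block) and normalized read counts of 25550 ± 10250 (SD, n = 3) in dormant and 3350 ± 626 (SD, n = 3) in proliferating cells. Its adjusted p-value was 0.0569 without and 0.0321 with the replicate block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The others had log2 fold changes of 1.51 for *EGR1*, 1.19 for *CEBPG*, 0.70 for *TGFB2* and -0.68 for *FOSL1*. None of the 5 passed 0.05 without the replicate block, where all had an unadjusted p-value under 0.05, and 1 passed with it. For each of the 5, the 3 dormant libraries did not overlap the 3 proliferating libraries, which happens by chance for 10% of unselected genes. By the paper's own values in Supplementary Table IB, 25 of the 45 markers were higher and 20 lower in dormant cells.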

While overall dormancy-associated markers were enriched in GFP+CV+ MDA-MB-231 cells isolated from the brains, this was not the case for all markers (**Supplementary Figure 1C**; **Supplementary Table IB**), suggesting a microenvironment and/or cancer type-dependent regulation of dormancy.

### Biglycan expression is associated with dormancy and inhibition of cancer cell growth *in vivo*

While most MDA-MB-231 cancer cells in the brain were biglycan-negative at 4 weeks post-cancer cell injection as analyzed by immunofluorescence, we detected rare biglycan-positive GFP+ cells (**Figure 2A**), confirming the existence of biglycan-expressing cancer cells *in vivo* at the protein level.

**Figure 2:**
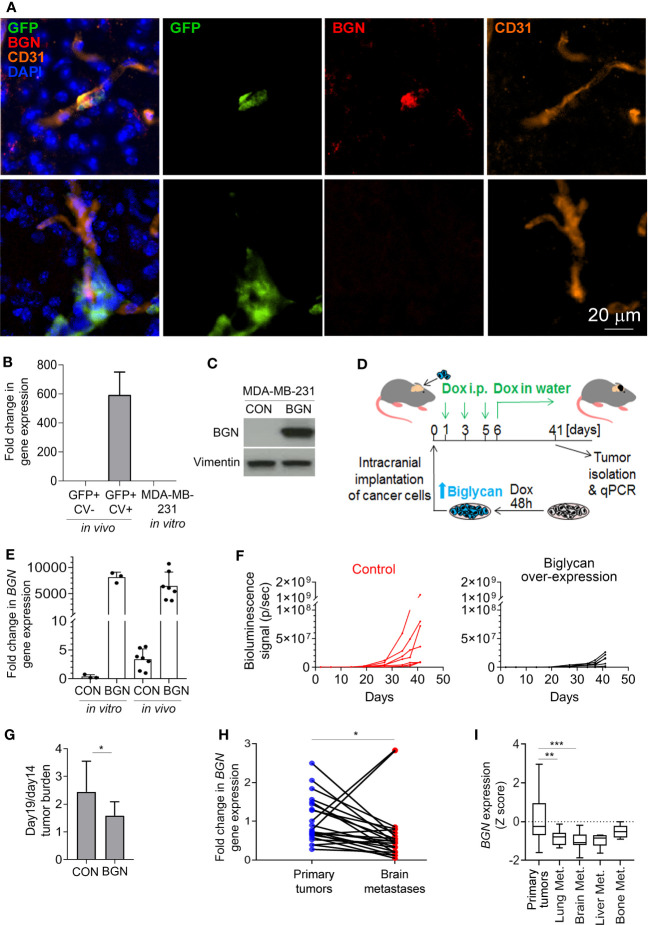
Biglycan inhibits cancer cell growth and is downregulated in proliferating brain metastases. **(A)** Immunofluorescence staining for biglycan (red), GFP+ cancer cells (green), and CD31+ blood vessels (orange) of mouse brain tissue isolated at 4 weeks post-intra-carotid injection of MDA-MB-231 cancer cells. Nuclear stain is shown in blue. Top row: single cancer cell (BGN+). Bottom row: a group of cancer cells (BGN-). **(B)** *BGN* mRNA expression (qPCR) *in vivo* in dormant and proliferating MDA-MB-231 cancer cells, and in MDA-MB-231 cell line grown *in vitro* in 10% serum. Error bars represent standard error. **(C)** Doxycycline-inducible *BGN* overexpression in MDA-MB-231/BGN cells exposed to 1 µg/mL doxycycline for 72 hours, detected by Western blot. No BGN can be detected in MDA-MB-231 control (CON) cells transduced with an empty vector. **(D)** Experimental scheme of an *in vivo* experiment. **(E)** Quantification of *BGN* gene expression (qPCR) in MDA-MB-231/CON and MDA-MB-231/BGN cells following Dox administration *in vitro* and in tumors of receiving Dox (*in vivo)*. **(F)** *In vivo* growth of intracranial tumors (bioluminescence signal) generated from MDA-MB-231/CON and MDA-MB-231/BGN cancer cells (*N=7* per group). **(G)** Increase in intracranial tumor burden following the initial tumor growth lag phase. Difference in bioluminescence signal between days 14 and 19 is show. Statistical significance was determined by one-tailed t-test with unequal variance (*≤ 0.05). **(H)** and **(I)** Analysis of *BGN* expression in publicly available gene expression data sets from Varešlija et al. **(H)** and from GSE2034, GSE5327, GSE12276, GSE14017 and GSE43837 **(I)** (27, 30–35). Statistical significance in H was determined by paired two-tailed t-test and in I by one-way ANOVA with Tukey’s multiple comparisons test (**≤ 0.01, ***≤ 0.001).

Similarly to proliferating cancer cells isolated from the murine brain, *BGN* was also absent from the fast proliferating MDA-MB-231 cells grown in 10% serum *in vitro* (**Figure 2B**). To investigate whether biglycan is functionally implicated in the regulation of cancer cell growth *in vivo*, we generated MDA-MB-231 cells stably expressing *BGN* (MDA-MB-231/BGN) under the control of a doxycycline-inducible promoter. We used an inducible promoter because *BGN* over-expression under a strong constitutive promoter resulted in cell growth arrest and precluded cell expansion (data not shown). Cells transduced with an empty vector were used as a control (MDA-MB-231/CON). Upon addition of doxycycline, a strong induction of biglycan could be detected in MDA-MB-231/BGN cells by Western blot in contrast to biglycan-negative MDA-MB-231/CON cells (**Figure 2C**). Firefly luciferase-tagged MDA-MB-231/CON and MDA-MB-231/BGN cells cultured in the presence of Dox for 2 days were subsequently implanted into the brain of CB17SCID mice (**Figure 2D**). Biglycan expression was maintained by doxycycline administration *in vivo* for the duration of the study. *BGN* expression in tumors was analyzed by qPCR at the endpoint and confirmed to be comparable to *in vitro* expression levels (**Figure 2E**). We observed a delayed tumor growth in mice with *BGN*-expressing tumors as compared to the control (**Figure 2F**; **Supplementary Figure 2**). This appeared to be due mainly to a delay in the cancer cell outgrowth following the initial 2-week lag-phase, as demonstrated by a significantly lower difference in the tumor burden increase between days 14 and 19 in the *BGN* over-expressing group (**Figure 2G**). This suggested that BGN may be primarily inhibiting the initial outgrowth of cancer cells. Notably, *BGN* overexpression also significantly inhibited the growth of MDA-MB-231 cells *in vitro* (**Supplementary Figure 1D**).

To establish a potential role of *BGN* in brain metastases in breast cancer patients, we analyzed publicly available gene expression data. This revealed a significant downregulation of *BGN* in brain metastases as compared to the patient-matched primary breast tumors (**Figure 2H**). Further analysis of non-matched primary breast tumors and breast cancer metastases from different organs revealed a significantly downregulated *BGN* expression in lung and brain metastases, and a tendency towards reduced *BGN* expression in liver metastases (**Figure 2I**). This demonstrated that cancer cells that can proliferate in the brain and develop into large metastases are associated with reduced *BGN* expression levels in patients, in line with our data in a preclinical model.

### Downregulation of glycolysis is associated with dormancy *in vivo* and an induction of reversible growth arrest *in vitro*

To identify potential differences in the activity of transcription factors between dormant and proliferating cancer cell populations, differentially expressed genes were analyzed using TFactS software (22). This revealed that HIF1α and MYC were significantly repressed in dormant as compared to the proliferating cancer cells (**Figure 3A**). Accordingly, HIF1α and MYC-dependent genes were differentially expressed between dormant and proliferating cancer cell samples (**Figure 3B**). 

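TFactS was not rerun, and the values here are those of the target genes shown for HIF1α in Fig. 3B. *HIF1A* and *MYC* themselves were not among the listed genes and were not analysed here. All 7 HIF1α-regulated genes, *ITGB2*, *LDHA*, *TIMP1*, *ENO1*, *ALDOA*, *GAPDH* and *PGK1*, were lower in dormant (GFP+CV+) than in proliferating (GFP+CV-) cells, also in all 3 same-numbered pairs and with the replicate block. Their log2 fold changes ranged from -6.23 for *ITGB2* to -0.79 for *PGK1*. The libraries of the populations did not overlap for any of the 7 genes, against 10% by chance for unselected genes. Their adjusted p-values ranged from 0.0571 to 0.0747 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 0.141 to 0.19 with the replicate block. No gene passed 0.05 in either fit, while all 7 had an unadjusted p-value under 0.05, and with limma on log2 values 6 passed. *TIMP1* fell by 0.93 on the log2 scale (standard error 0.17, and 0.93 with the replicate block), from a normalized read count of 40400 ± 5788 (SD, n = 3) to 21270 ± 3886 (SD, n = 3). *ITGB2*, which is also a marker gene of microglia and macrophages, had 1416, 1188 and 226 counts in proliferating and 3, 25 and 4 in dormant cells. *ALDOA* is listed under a pair of overlapping gene identifiers whose counts lay within 5% of each other, so its reads may be shared.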

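The labels of the MYC panel of Fig. 3B gave 47 genes that were all listed. Of these, 36 were lower in dormant (GFP+CV+) cells, with a median log2 fold change of -0.64, and 11 were higher, with a median of 1.45. The same 36 and 11 were counted with the replicate block. None of the 47 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the range was 0.0569 to 0.52, and 1 did with the replicate block. With limma 16 of the 47 passed. Most of the lower genes changed by less than 2-fold, and 5 of the 36 fell by more. Among the smaller changes were *MCM3*, with a log2 fold change of -0.40 (standard error 0.10), and *RPL9*, with -0.37 (standard error 0.10), and both values were the same with the replicate block. *DUSP1* had a log2 fold change of -2.31 (standard error 0.56), or -1.94 with the replicate block, with a normalized read count of 72290 in proliferating replicate 3 against 23490 and 14139 in the other two. Leaving out each library in turn gave log2 fold changes of *DUSP1* from -2.69 to -1.35.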

Both transcription factors have been shown to induce a metabolic reprogramming towards aerobic glycolysis (36). Notably, nine of the HIF1α and MYC regulated genes that were downregulated in dormant cells are known to be involved in the regulation of glycolysis (**Figure 3C**). Thus, to further investigate whether inhibition of glycolysis induces reversible cell growth arrest in breast cancer cells, MDA-MB-231 cells were incubated with different concentrations of glucose analogue 2-deoxyglucose (2-DG). This reduced the growth rate of cancer cells in a dose-dependent manner (**Figure 3D**). 

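Of the 9 genes of Fig. 3C, 8 were among the listed genes, and the ninth, *ALDH3A2*, was not analysed here. *LDHA*, *TPI1*, *ENO1*, *ALDOA*, *GAPDH*, *PGK1*, *ENO2* and *PDHA1* were all lower in dormant (GFP+CV+) cells, and all 8 also with the replicate block. Their median log2 fold change was -0.82. *LDHA*, which encodes lactate dehydrogenase A, fell by 1.05 on the log2 scale (standard error 0.14, and 1.04 with the replicate block), from a normalized read count of 199600 ± 37990 (SD, n = 3) in proliferating (GFP+CV-) to 96170 ± 2828 (SD, n = 3) in dormant cells. It was the only one of the 8 to fall by more than 2-fold. *GAPDH* fell by 0.82 (standard error 0.11, and 0.82 with the replicate block), from 440500 ± 28370 (SD, n = 3) to 250000 ± 30660 (SD, n = 3) normalized read counts. *PDHA1* changed least, with a log2 fold change of -0.48 (standard error 0.14, and -0.49 with the replicate block). For each gene, every dormant library lay below every proliferating library, a separation with a two-sided exact permutation p of 0.1, the smallest possible with 3 against 3. None of the 8 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the highest was 0.186, or 0.526 with the replicate block. In limma's test of log2 values, 4 of the 8 passed. Other abundant listed genes were mostly lower too. In the range of length and abundance of these 8 genes, 91 of 103 other listed protein-coding genes were lower, with a median log2 fold change of -0.55. The paper reasons from the lower expression of these target genes, and from the role of HIF1α and MYC in aerobic glycolysis, to a test of whether inhibition of glycolysis arrests growth.

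**Figure D3:**
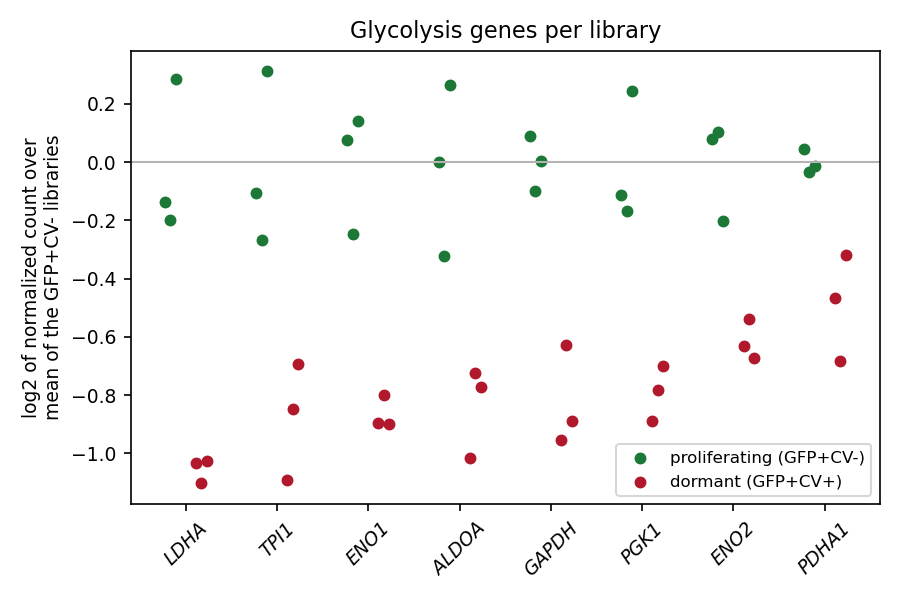
Normalized read count of each glycolysis gene in each library, as log2 over the mean of the proliferating (GFP+CV-) libraries (vertical axis), with proliferating libraries in green and dormant (GFP+CV+) libraries in red. For each of the 8 genes, the 3 dormant libraries lie below the 3 proliferating libraries.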

Notably, at 10 mM 2-DG concentration, the number of live cells remained constant over a course of 9 days (**Figure 3D** **)** and only a low number of floating cells was observed, comparable to the control without 2-DG (**Figure 3E**). In contrast, higher 2-DG concentrations (20 and 50 mM) increased the proportion of dead floating cells, while lower 2-DG concentration (5 mM) failed to inhibit cell growth completely. Importantly, when 2-DG was removed to restore glycolysis, cancer cells resumed proliferation (**Figure 3D**), demonstrating that inhibition of glycolysis with low 2-DG concentration (10 mM) results in a reversible growth arrest in the absence of increased cell death, as seen in dormancy. In line with this, cancer cells retained CV dye when cultured in the presence of 10 mM 2-DG, while in the absence of 2-DG the CV was lost within 10 days (**Figure 3F**), mimicking our *in vivo* observations.

**Figure 3:**
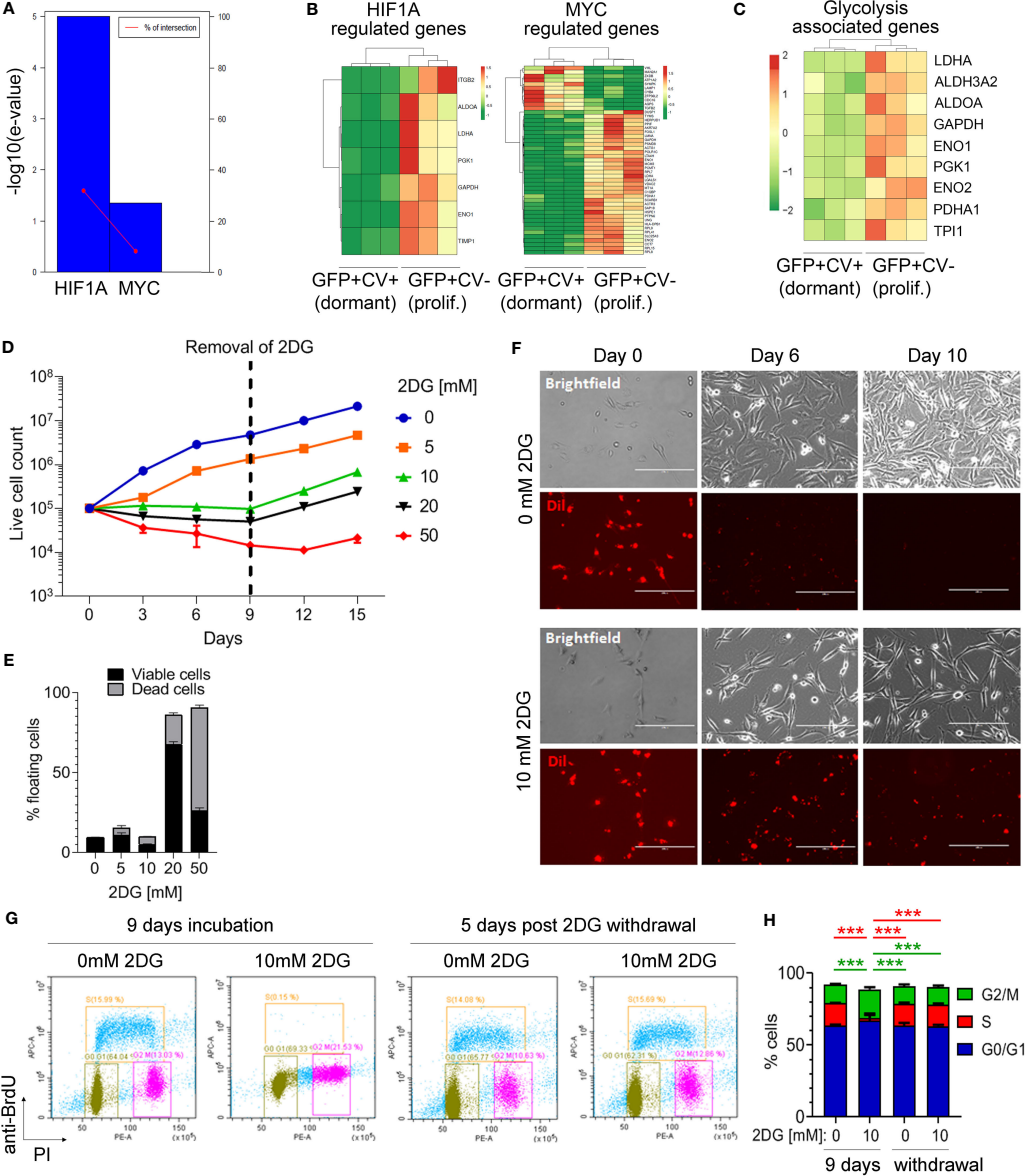
Inhibition of glycolysis is associated with cancer cell dormancy. **(A)** Genes differentially expressed between cell cycle-inactive and proliferating cancer cells *in vivo* were analyzed by TFacts software to identify statistically significantly repressed or activated transcription factors. Sign-sensitive analysis of differentially expressed genes (*FDR*<0.05) is shown. **(B)** Heat maps showing differential expression of HIF1α and MYC-regulated genes between the dormant and proliferating cancer cells. **(C)** Heat map showing hierarchical clustering of glycolysis-associated genes. **(D)** Growth curves of MDA-MB-231 cells cultured in 10% serum in the presence of different concentrations of 2-DG or vehicle (0 mM 2-DG). Dotted line marks the time point of 2-DG withdrawal. **(E)** Percentage of floating MDA-MB-231 cells following a 9-day incubation with different 2-DG concentrations. Proportion of viable and dead floating cells is shown in black and grey, respectively. **(F)** Immunofluorescence and light microscopy images of Dil-labelled MDA-MB-231 cells in a 10% serum-containing medium, visualizing loss of CV in the absence of 2-DG and CV retention in the presence of 10 mM 2-DG. **(G)** Analysis of the cell cycle by flow cytometry following a 9-day incubation with 10 mM 2-DG and a subsequent 2-DG withdrawal for 5 days. Control cells (0 mM 2-DG) have received vehicle only. Bromodeoxyuridine (BrdU) and propidium iodide (PI) were used to gate cells according to the cell cycle phase: G0/G1 (green gate), S (orange gate), G2/M (purple gate). **(H)** Quantification of cell cycle analysis shown in **(G)** Error bars represent standard error. One representative experiment out of three (each containing technical triplicates) is shown. Statistical differences were determined by one-way ANOVA followed by multiple comparison analysis (***≤ 0.001).

Inhibition of glycolysis with 10 mM 2-DG for 9 days significantly increased the percentage of MDA-MB-231 cells in G2/M phase as compared to control and reduced the percentage of cells in the S phase, while the proportion of cells in G0/G1 phase remained unaltered (**Figures 3G, H**). This cell cycle arrest was reversible following 2-DG removal, with percentages of cancer cells in different cell cycle phases returning to control levels at 5 days post-2-DG removal (**Figures 3G, H**). This suggested that inhibition of glycolysis is causing a reversible growth arrest of cancer cells in G2/M phase.

### Hippo signaling pathway is activated in dormant cancer cells *in vivo*

KEGG analysis on genes differentially expressed between dormant and proliferating cancer cells isolated from the mouse brains identified several differences (**Figure 4A**; **Supplementary Table II**). 

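The enrichment itself was not rerun, and the directions of the genes in Supplementary Table II were taken from the listed genes. That table names 297 genes in 272 pathways. Of these genes, 258 were among the listed genes and 39 were not, and 254 of the 258 had changed by at least 2-fold in the authors' deposited table. One adjusted p-value of the paper's table is under 0.05, that of cell adhesion molecules (0.0162). Of its 16 genes, 14 were listed, 6 higher and 8 lower in dormant (GFP+CV+) cells. For Human papillomavirus infection, 21 of 23 listed genes were higher in dormant cells, and for the TGF-beta signaling pathway 9 of 10 were. In Rheumatoid arthritis, 4 were higher and 6 lower. Of all listed genes changed at least 2-fold, 497 were higher and 275 lower, so more higher than lower genes can come from that selection. The pathway numbers were not tested against it. The paper's table gives adjusted p-values of 0.131 for Human papillomavirus infection and Rheumatoid arthritis and 0.229 for the TGF-beta signaling pathway.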

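*SCRIB* (ENSG00000180900.18) lies on the minus strand of chromosome 8 from 143790920 to 143815773 in GRCh38, and *DLG3* (ENSG00000082458.11) on the plus strand of chromosome X from 70444835 to 70505490. The normalized read count of *SCRIB* was 1216 ± 581 (SD, n = 3) in dormant (GFP+CV+) and 234 ± 87.6 (SD, n = 3) in proliferating (GFP+CV-) cells, a 5.18-fold rise and a log2 fold change of 2.37 (standard error 0.53). Its adjusted p-value was 0.104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.302 with the replicate block, where the log2 fold change was 2.33. Dormant replicate 3, with 1886, was above dormant replicates 1 and 2, with 917 and 845. For *DLG3* the normalized read count was 2812 ± 349 (SD, n = 3) in dormant and 1334 ± 165 (SD, n = 3) in proliferating cells, which is 2.11-fold and a log2 fold change of 1.08 (standard error 0.23). The adjusted p-value of *DLG3* from the same edgeR test was 0.0959, and 0.304 with the replicate block. Adjusted over the listed genes alone, the edgeR p-values were 0.00589 for *SCRIB* and 0.00541 for *DLG3*, and with the libraries rescaled to equal totals that of *DLG3* over the 20582 genes was 0.0456. Rescaled by the median ratio, *DLG3* had a log2 fold change of 0.49 and an edgeR adjusted p-value of 1. For both genes the 3 dormant libraries lay above the 3 proliferating libraries (two-sided exact permutation p of 0.1).

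All 15 genes that Supplementary Table II names for the Hippo signaling pathway were listed. In dormant cells 12 were higher, with a median log2 fold change of 1.76, and *AFP*, *ID1* and *ITGB2* were lower, and these numbers held with the replicate block. All 15 changed by at least 2-fold, and among all listed genes that did, 497 were higher and 275 lower. The 12 higher genes were not tested against that share, so they do not give the pathway a direction. *NKD1* rose by 2.20 on the log2 scale (standard error 0.35) and *FZD7* by 1.98 (standard error 0.29), and by 2.19 and 1.95 with the replicate block. *ID1* had a log2 fold change of -1.91 (standard error 0.41, and -2.04 with the replicate block), and *AFP*, with 0, 0 and 2 counts in the dormant libraries, was at least 20.02-fold lower. The size of the fall of *AFP* depended on single libraries. Its fitted log2 fold change was -6.21, and ran from -9.21 without dormant replicate 3 to -5.1 without proliferating replicate 2. None of the 15 passed 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without or with the replicate block, all 15 had an unadjusted p-value under 0.05, and 6 passed with limma. *YAP1* was not among the listed genes and was not analysed here. The paper's table gives the pathway a p-value of 0.00217 and an adjusted p-value of 0.131.

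**Figure D4:**
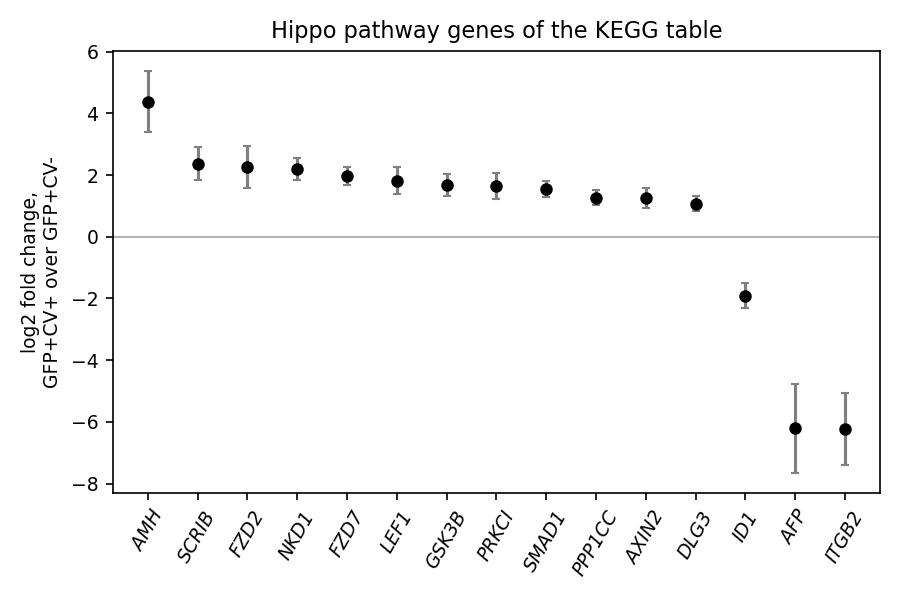
Log2 fold change in dormant (GFP+CV+) over proliferating (GFP+CV-) cells (vertical axis) of the 15 Hippo pathway genes of Supplementary Table II, with points from edgeR and bars for plus and minus 1 standard error, and for *AFP* the fitted value is shown in place of a lower bound. The standard errors were derived from the F statistic of edgeR's test. The 12 genes from *AMH* to *DLG3* lie above 0 and *ID1*, *AFP* and *ITGB2* below it.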

Hippo signaling pathway was amongst the top enriched pathways in dormant cells (**Figure 4A**), with Scribble planar cell polarity protein (*SCRIB*) and Disks large homolog 3 (*DLG3*), two upstream activators of Hippo pathway (37, 38), being significantly upregulated in dormant as compared to the proliferating cells (5.1- and 2.1-fold change, respectively; **Supplementary Table I**). Transcription factor Yes associated protein (YAP) is at the core of the Hippo signaling pathway. As glycolysis has been previously implicated in the regulation of YAP activity (39) and we have demonstrated that mild inhibition of glycolysis induces reversible cancer cell growth arrest reminiscent of dormancy, we sought to further investigate a functional link between glycolysis and Hippo pathway in this context. When Hippo pathway is activated, YAP becomes phosphorylated, which prevents its translocation into the nucleus and blocks YAP-dependent gene transcription and proliferation (37). Inhibition of glycolysis with 10 mM 2-DG resulted in a significant increase in YAP phosphorylation (**Figures 4B, C**) and its cytoplasmic retention (**Figure 4D**), suggesting that inhibition of glycolysis leads to Hippo activation. This further suggests that downregulated glycolysis may induce dormancy through Hippo pathway *in vivo*.

**Figure 4:**
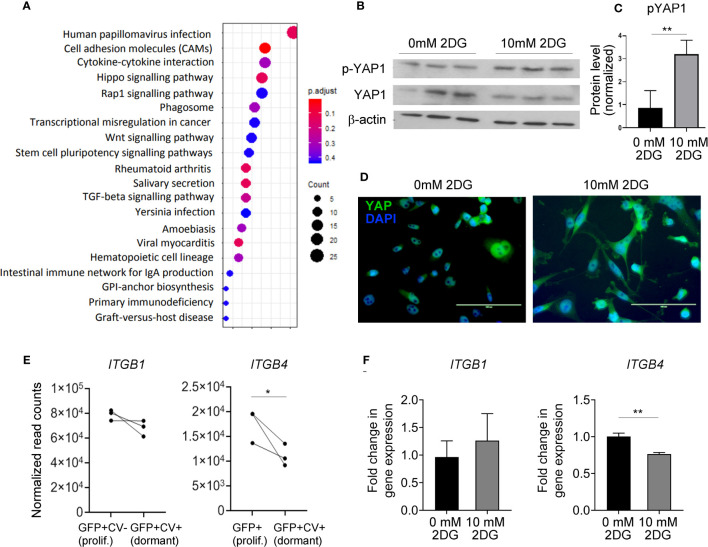
Hippo pathway is implicated in dormant phenotype. **(A)** KEGG enrichment analysis of genes differentially expressed between dormant and proliferating cancer cells. **(B)** Western blot analysis of YAP1 and phospho (p)-YAP1 expression levels in MDA-MB-231 cells exposed to 0 or 10 mM 2-DG for 48 hours. One representative experiment containing biological triplicates out of three independent experiments is shown. **(C)** Quantification of Western blot shown in **(B)** Signal for phosphorylated YAP was normalized to the signal for total YAP. **(D)** Cellular localization of YAP following the exposure of MDA-MB-231 cells to 0 or 10 mM 2-DG for 48 hours. **(E)** mRNA expression levels of the indicated integrin subunits in dormant and proliferating MDA-MB-231 cells isolated from the brain. **(F)** *ITGB1* and *4* gene expression in MDA-MB-231 cells exposed to 0 or 10 mM 2-DG for 48 hours. Statistical significance in C, E and F was determined by unpaired two-tailed t-test with unequal variance (*≤ 0.05, **≤ 0.01).

Notably, YAP is involved in the regulation of cell adhesion to the extracellular matrix by regulating the expression of various integrins. We observed a significant downregulation of *ITGB4* in dormant as compared to the proliferating cancer cells *in vivo*, and in 2-DG-treated as compared to vehicle-treated cancer cells *in vitro* (**Figures 4E, F**), while the expression of *ITGB1* was unaltered. This suggests that glycolysis may be involved in dormancy potentially by regulating integrin expression and consequently cell adhesion to the basement membrane.

## Discussion

Our study reveals novel mechanisms involved in the dormancy of breast cancer cells in the brain. *BGN* was the most significantly upregulated gene in dormant breast cancer cells in our model and was downregulated in actively growing brain and lung metastases as compared to the primary tumors in patients. Our *in vivo* data suggests that biglycan may be inhibiting the initial outgrowth of cancer cells in the brain. In line with our findings, biglycan has been previously shown to induce breast cancer cell normalization, as indicated by the induction of acinar spheroid formation and reduced proliferation (28), to induce cell cycle arrest in pancreatic cancer cell lines (40), and to inhibit growth of bladder cancer cells (41).

Hippo pathway was one of the most significantly upregulated pathways in dormant cancer cells in our model. Activation of YAP has been previously demonstrated to promote metastasis (42). YAP activation has been also involved in the outgrowth of disseminated cancer cells in multiple organs, with β1 integrin-mediated signaling playing a key role (43–45). During the outgrowth of disseminated cancer cells in different organs, including the brain, the YAP activation was induced by L1CAM-dependent cancer cell spreading on the vasculature, through activation of β1 integrin and ILK (44). In our model, *ITGB4* gene (encoding β4) was significantly downregulated in dormant cancer cells *in vivo*, while *ITGB1* (encoding β1) expression remained unaltered. We did however not investigate the integrin activation state and thus it is possible that β1 integrin also plays a role in our dormancy model. While it would have been interesting to determine whether dormant cancer cells in our model display deficiency in spreading, the low frequency of dormant events *in vivo* precluded such analysis. Our study focused instead on a stimulus different to cell spreading, namely glycolysis. Our data revealed that reduced glycolysis inhibits YAP and induces reversible cancer cell growth arrest reminiscent of dormancy. Inhibition of glycolysis significantly enhanced YAP phosphorylation and its cytoplasmic retention, suggesting that glycolysis-dependent YAP regulation occurs via the canonical Hippo pathway, although this would require further experimental confirmation. In contrast to this, Er et al., reported that L1CAM knockdown inhibited YAP transcriptional activity without affecting YAP phosphorylation or upstream Hippo pathway kinases (44). Moreover, a recent study demonstrated that dystroglycan receptor sequesters YAP from the nucleus in quiescent disseminated cancer cells in the brain (46). In summary, this implies that multiple positive and negative signals converging on YAP via different upstream pathways may drive dormant/latent versus proliferative cancer cell state.

Our study provides an insight into some of the molecular players involved in the regulation of cancer cell dormancy in the brain, and raises additional important questions requiring further investigations, such as the identity of stimuli that repress HIF1α and MYC activity, and the role of other pathways significantly enriched in dormant cells that were not investigated in this brief report. Based on our study, therapeutic interventions leading to the maintenance of cancer cell growth arrest can be envisioned, such as inhibition of glycolysis by 2-DG and its analogues, which are currently being considered as anti-cancer drugs (47), or YAP inhibitors, from which several are already in clinical trials (48). As our study shows that multiple molecular players contribute to cancer cell growth arrest in the brain, it is likely that strategies targeting multiple pathways will be required for the maintenance of dormancy in brain metastases.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was reviewed and approved by Animal Welfare and Ethics Review Committee, University of Leeds.

## Author contributions

Conceptualization, ML. Methodology, ML, AS, IC, AD. Investigation, AS, JW, TA, NR, CF, FJ, YD. Writing – Original Draft, ML, AS. Writing – Review & Editing, ML, AS, JW, TA, CF, FJ, VS. Supervision, ML, IC, AD, VS. Funding Acquisition, ML. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

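Gene expression was measured by mRNA sequencing in 6 libraries of MDA-MB-231 cells sorted from mouse brains at day 28, 3 of dormant (GFP+CV+) and 3 of proliferating (GFP+CV-) cells. The libraries of replicates 1 and 2 came from pools of 10 mice and those of replicate 3 from a pool of 9 mice. By the table in Fig. 1E, 418, 747 and 134 dormant and 20250, 59795 and 23008 proliferating cells were sorted in the 3 experiments, so that dormant cells were 2.02%, 1.23% and 0.58% of the sorted GFP+ cells. The pool of 9 mice identifies experiment 3, and experiments 1 and 2 were matched to replicates 1 and 2 by their number.

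The authors trimmed the paired-end reads with Cutadapt, aligned them with STAR to the joined human GRCh38 and mouse GRCm38 assemblies with the annotation of GENCODE release 31 for human, counted reads with Rsubread with multi-mapping reads included, and discarded reads that mapped to mouse. The deposited estimated counts per gene are not normalized and are partly fractional, with between 43.2% and 49.6% of the values in a library not whole. The normalized read counts are the authors' signal values, whole-number counts divided by one DESeq2 size factor per library, and recomputing them from the rounded counts gave a largest difference of 5.1e-05. The mean over the libraries, given as baseMean, is a signal value of the same kind made by the authors. The deposited fold change is the ratio of dormant over proliferating cells from the authors' DESeq2 fit. The deposited log2 fold change has the opposite sign, proliferating over dormant, and its sign was turned here. The standard error and the test statistic of that fit are score values from the authors. The authors' p-values are given raw and adjusted by the Benjamini-Hochberg method, and every adjusted value in the table is under 0.05, so the table holds only genes that the authors called. The number of genes the authors tested, 20582, was taken from the relation of their raw and adjusted p-values. All columns of per-sample values were matched to a library.

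The design, the alternatives and the rule for named genes were set before the deposited table was examined, but after Supplementary Table I, which holds normalized read counts and DESeq2 results of the same 1161 genes, had been read. They were thus not blind to the values. The design assumed that only normalized values would be given and named limma as the test. Estimated counts were in the table, so edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the estimated counts, rounded to whole numbers, became the main test, and limma 3.58.1 on log2 of the normalized read count plus 1 is an alternative. The authors' size factors were kept. All 6 libraries entered each fit, with the population as the only term, and all tests were two-sided. Standard errors given with edgeR's log2 fold changes were derived from the F statistic of its test and are not an output of edgeR. P-values were adjusted by the Benjamini-Hochberg method over 20582 genes with the genes that are not listed taken to have larger p-values, and also over the 1161 listed genes alone. The dispersion was estimated from the listed genes, which were selected for a difference, so it need not be that of all genes. Exact permutation tests of 3 against 3 libraries cannot go below a two-sided p of 0.1. Folds against a population with at most 3 counts in every library were computed against 3 counts and are lower bounds.

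The pairing comes from the experiments, since both populations with the same number were sorted from the same pool of mice, and a fit with the replicate number as a block is given beside the numbers of genes past the threshold over 20582 genes in the main test. It was not run for the KEGG directions or for the tests of length, abundance, markers and respiratory chain genes. Principal components were computed on log2 of the normalized read count plus 1, each gene centred and scaled to unit variance. Gene coordinates are from GENCODE release 44 on GRCh38, matched by Ensembl identifier for 1156 of the 1161 listed genes, and 6 listed genes have no symbol. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for tables, permutation tests and plots.

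The fits were tested on simulated counts of 1161 genes with the means and size factors of the libraries, of which 200 genes were changed. Adjusted over the simulated genes, edgeR recovered 76.5% of the changed genes with 3.77% of its calls false, limma 75% with 3.85% false and DESeq2 78% with 5.45% false. Over 20582 genes edgeR called 119 genes, all of them changed, and of the 150 genes changed at least 4-fold it recovered 146 over the simulated genes alone. Genes beyond the 1161 were not simulated, so no false call could arise among them. The simulation gave every gene the same dispersion and left most genes unchanged, while every listed gene had been selected for a difference. These shares thus do not give the power or the error rate of the tests on the data.

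The genes named follow the rule of the design. They are every listed gene the paper's text names, the genes of Fig. 1H, 3B and 3C, the Hippo genes of Supplementary Table II, the listed markers of Supplementary Table IB, and the 5 genes in each direction with the smallest limma p-value among those changed the same way in all 3 pairs. For the sets of HIF1α-regulated, MYC-regulated, glycolysis and Hippo pathway genes and dormancy markers, the design's result was the number of genes with an adjusted p-value under 0.05 and in the stated direction. That number was 0 for every set in the main test, and the numbers by direction alone, given beside it, were added after this was seen. Other genes are said to have been chosen after their values were seen. Some genes that fall under the rule are not reported here. The gene names of Fig. 3B were read by eye from the figure. Alternatives covered the adjustment over the list alone, a replicate block, a minimum mean normalized read count of 50, libraries rescaled to equal totals or by their median ratio, features with shared reads counted once, each library left out in turn, and limma with pseudocounts of 0.5 and 10, without a trend and with array weights. DESeq2 1.42.0, TMM over the listed genes, counts divided by 2 and limma with a replicate block were added after the data were seen.

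The depth of the libraries is not given by a table of listed genes, and no interval or detection floor was computed from it. TFactS and the KEGG enrichment were not rerun, because no background of tested genes could be formed from the listed genes alone. Quantitative PCR, immunofluorescence, Western blots, growth assays and patient data were not analysed here.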

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

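The test of marker genes was chosen after genes of stromal cells had been seen among the upregulated genes, and the marker lists were written before the test was run. Of 136 marker genes of endothelial, mural, fibroblast, astrocyte, oligodendrocyte, neuronal, macrophage and mast cells, 48 were among the listed genes. In dormant (GFP+CV+) cells 29 of these were higher, all by at least 2-fold, and 19 were lower, and 29 were higher also with the libraries rescaled to equal totals or by their median ratio. They were looked at again because the paper does not discuss them as markers of other cells. A candidate explanation is that reads from host brain cells were assigned to human genes, since the cells were sorted from mouse brain. It predicts that the markers are higher more often than the other listed genes. They were higher in 60.4% of cases, against 49.1% of the 1113 other listed genes, a difference that did not pass 0.05 (two-sided Fisher's exact p = 0.141). Fibroblast markers were higher for 10 of 12 genes, among them *BGN*, *DCN*, *LUM*, *COL1A1* and *COL3A1*, and astrocyte markers for 7 of 11, endothelial markers for 4 of 6, mast cell markers for 3 of 4, mural markers for 2 of 2 and oligodendrocyte markers for 1 of 1. Microglia and macrophage markers were higher for 2 of 9 genes, with *CD4* among them, and neuronal markers for 0 of 3. These differences between cell types were not tested. The test over the markers of all cell types did not establish an excess, and it does not exclude host reads. A change of expression in the cancer cells would give the same values, and the reads that mapped to mouse were not analysed here, so the pattern is left without a biological explanation. For *BGN* the paper has other evidence. It reports rare GFP+ cells in the brain that stained for biglycan, and it measured *BGN* by quantitative PCR in dormant and proliferating cells. That evidence bears on *BGN* and not on the other markers.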

How the results depend on the processing

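Alternatives were set before the deposited table was examined, but after the normalized read counts of the same 1161 genes in Supplementary Table I had been seen. DESeq2, TMM over the listed genes, estimated counts divided by 2 and limma with a replicate block were chosen after seeing the data. *BGN* kept its direction and an adjusted p-value under 0.05 in all 21 alternatives, with log2 fold changes from 7.97 (limma with pseudocount 10) to 9.17 (equal totals) and adjusted p-values from 4.97e-05 to 0.0466 over the alternatives set beforehand. No result changed direction.

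The number of genes with an adjusted p-value under 0.05 depended most on the setting. On the same counts and size factors it was 3 with edgeR and 1161 with DESeq2, so that gap goes with the test used. Which part of the tests made the gap was not examined, nor were the causes of the other changes. The number was 3 in the main test, and the same 3 genes passed with a minimum mean of 50 or with shared features counted once. Leaving out each library in turn gave from 1 to 14 genes, and the number also changed by at least 2-fold ran from 1 to 14. The replicate block gave 4 genes, 1 of them shared with the 3. Of *SPARCL1* and *CD4*, both lost the threshold with the block and in 5 of the 6 fits that left out a library, while *BGN* passed it in all 6. Adjusted over the list alone, 1157 genes passed, 771 of them changed at least 2-fold, which shows no stability because the list is the authors' selection. Rescaling to equal totals gave 222 genes (164 higher, 58 lower) and 215 at least 2-fold. Rescaling by the median ratio gave 611 (68 higher, 543 lower) and 585 at least 2-fold. The share of calls that were higher was thus 73.9% and 11.1%, and all 3 genes of the main test are higher. These rescalings moved the median log2 fold change of all listed genes by 0.29 and -0.58. Relative to that shift, *DLG3* with a log2 fold change of 1.37 at equal totals (adjusted p = 0.0456) kept its main value of 1.08, to within rounding, so its pass there goes with the shift.

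Limma on log2 values gave 376 genes (137 higher, 239 lower) and 312 at least 2-fold. With pseudocount 0.5 it gave 346 and 286, with pseudocount 10 it gave 324 and 269, without a trend 172 and 172, and with array weights 425 and 340. The settings added later gave 283 and 272 (limma with a replicate block), 1161 and 772 (DESeq2), 29 and 28 (TMM, 82.8% higher) and 66 and 56 (counts divided by 2). The log2 fold change of *SCRIB* was 2.37 both adjusted over the list alone and with DESeq2, and passed the threshold in these settings only, with adjusted p-values from 0.000184 to 0.373 over all alternatives. *DLG3* passed it over the list alone (1.08), at equal totals and with DESeq2 (1.07), with adjusted p-values from 9.18e-06 to 1 over all alternatives.

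For the gene sets, the result set in the design was the number of genes with an adjusted p-value under 0.05 and in the stated direction, and it was 0 in the main test for every set, while all 7 HIF1α-regulated, 36 MYC-regulated and 8 glycolysis genes that were lower, and 12 Hippo pathway genes and 4 dormancy markers that were higher, had an unadjusted p-value under 0.05. In this order of sets, the numbers were 7, 36, 8, 12 and 4 over the list alone, 1, 1, 1, 6 and 1 at equal totals, and 7, 35, 8, 1 and 1 by the median ratio. They were 6, 14, 4, 4 and 1 with limma, 6, 12, 4, 4 and 1 with pseudocount 0.5, 6, 12, 4, 5 and 1 with pseudocount 10, 0, 0, 0, 1 and 1 without a trend, and 7, 15, 6, 4 and 2 with array weights. With the replicate block 1 dormancy marker passed and no gene of the other sets. The settings added later gave 5, 4, 5, 3 and 1 (limma with a replicate block), 7, 36, 8, 12 and 4 (DESeq2), 0, 0, 0, 0 and 1 (TMM) and 3, 4, 3, 1 and 1 (counts divided by 2). With each library left out, the number was 0 for all sets but the dormancy markers, where it ran from 0 to 1. The minimum mean of 50 and shared features counted once gave 0 for every set. The directions of these genes did not change in any alternative, which shows little, because the list was selected for differences between these libraries.

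The share of variance on principal component 1 was 85.47% and moved to 88.03% with genes centred only, 78.03% without the log, 84.88% with a minimum mean of 50, 80.6% at equal totals and 91.6% with the replicate block, and ran from 85.32% to 86.79% with each library left out. With pseudocount 10 it was 85.01%.

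Among 33 other genes named, 31 passed the threshold in at least 1 alternative where they did not in the main test, and 2 no longer passed in at least 1. A count model on recovered reads was not run, since estimated counts were in the table. The depth of the libraries is not known from the listed genes, so no detection limit was set for genes without counts.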

Differences from the paper's values

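The paper states 1161 differentially expressed genes, and 3 of them had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 20582 genes. Of the alternatives set before the deposited table was examined, the adjustment over the listed genes alone, with 1157 genes, came within 1.5 times the paper's value, and none of the others did. They gave from 1 to 611 genes. DESeq2, which was chosen after seeing the values, called 1161 genes when fitted to the listed genes. It used the same counts and size factors as edgeR, so the gap between 3 and 1161 genes goes with the test used.

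The paper's adjusted p-value for *BGN* is 1.7e-100, against 0.000881 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the deposited table was examined closed the gap, and their adjusted p-values for *BGN* ranged from 4.97e-05 to 0.0466. DESeq2, chosen after seeing the values, gave an adjusted p-value of 2.57e-113, below the paper's. The gap thus goes with the test used, while the log2 fold change was 8.89 with DESeq2 and 8.88 with edgeR. The paper's 474-fold change in *BGN* stands beside a 470-fold change.

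Principal component 2 held about 8.2% of the variance in Fig. 1F, read by eye, against 4.52% here. Without the log it held 8.2%, and component 1 held 78.03%, against about 78% in Fig. 1F, also read by eye. Of the settings tried, values without the log came closest to the figure on both components, so the difference goes with the log. At equal totals component 2 held 6.02%, and without each of the proliferating (GFP+CV-) libraries from 5.5% to 5.73%. These shares are below the paper's value but less than 1.5 times apart from it, the limit used here for a difference. The other alternatives set before the deposited table was examined lay further from it, with shares from 3.72% to 5.46%.

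The paper states that *SCRIB* and *DLG3* were significantly upregulated. Their adjusted p-values were 0.104 and 0.0959 by edgeR's quasi-likelihood test over 20582 genes. Both were under 0.05 when adjusted over the listed genes alone, *DLG3* also with libraries rescaled to equal totals (but not by the median ratio, where its adjusted p-value was 1), and both with DESeq2, which was chosen after seeing the values.

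The paper describes the HIF1α- and MYC-regulated genes of Fig. 3B and the glycolysis genes of Fig. 3C as changed between the populations. By edgeR's quasi-likelihood test over 20582 genes, 0 of the 7, 47 and 8 listed genes had an adjusted p-value under 0.05, and all had an unadjusted p-value under 0.05. Genes of all 3 sets passed when adjusted over the listed genes alone, at equal totals, by the median ratio and with limma with a trend, and with DESeq2, limma with a replicate block and counts divided by 2, which were chosen after seeing the values. Over the list alone this shows no stability, because the list is the authors' selection. At equal totals 1 gene of each set passed, and for the HIF1α and glycolysis sets it was *LDHA* (edgeR adjusted p = 0.0436). These 2 sets share *LDHA*, *ENO1*, *ALDOA*, *GAPDH* and *PGK1*, so they are not separate evidence.

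Fig. 3C shows *ALDH3A2* among the glycolysis genes that were lower in dormant (GFP+CV+) cells. It is not among the 1161 listed genes and was not analysed here. *ALDH7A1*, looked at after its value was seen, is listed, with a log2 fold change of -0.66. The paper states that *ITGB4* was lower in dormant cells, by a t-test of that gene, and *ITGB4* is likewise not among the listed genes and was not analysed here.

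The paper restricted the input of its KEGG analysis to genes changed at least 2-fold at its significance threshold. Of the 297 genes named in its pathway table, 39 are not among the listed genes, and 4 of the listed ones changed by less than 2-fold in the authors' deposited table. The paper places Hippo signaling among the top enriched pathways, and its table gives that pathway an adjusted p-value of 0.131 by the paper's own values, with 1 of the 272 pathways under 0.05.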

Other observations

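The tests of gene length, GC content, replicate spread and other splits of the libraries were set before their results were seen, though after the normalized read counts had been, with the wording of the spread test revised before it was run, and the tests of abundance, respiratory chain genes, glycolysis genes, even counts, genes without counts and shared reads were chosen after the result was seen.

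Longer genes were more often higher in dormant (GFP+CV+) cells. Of 696 listed protein-coding genes with a mean normalized read count of at least 1000, split in 4 groups of 174 by exonic length, 21.3%, 39.1%, 67.2% and 77% were higher from the shortest to the longest group. With the libraries rescaled to equal totals or by their median ratio, the shortest group had 22.4% and 21.3% and the longest 77% and 76.4%. The 45 markers of Supplementary Table IB were not chosen by their change here, and by the paper's values their log2 fold change rose with exonic length (Spearman's rho = 0.34, permutation p = 0.025, across genes, which are not independent replicates). Adjusted over the 2 relations tested the p-value was 0.0501. Over the 40 markers outside the listed genes rho was 0.37 (p = 0.0185). Pearson's r with log2 length was 0.20. GC content showed no relation at 0.05 in the same markers (rho = -0.23, permutation p = 0.125, also 0.125 adjusted). A bias by gene length between the populations may therefore contribute to the directions, and this pattern cannot be told apart from it.

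The most and the least abundant listed genes were mostly lower in dormant cells. At a mean of at least 20000, 10 of 123 genes were higher, from 5000 to under 20000, 86 of 245, from 1000 to under 5000, 281 of 371, from 100 to under 1000, 168 of 252, and under 100, 31 of 170. A common shift from the authors' normalization could lower all abundant genes. The 23 markers of Supplementary Table IB with a mean of at least 5000 had a median log2 fold change of -0.02 by the paper's values, with 12 of 23 lower, against -0.53 for the 368 listed genes of that abundance. The size factors behind these values place most unselected genes near 0, so this comparison could hardly show a shift from the normalization, and the imbalance cannot be told apart from one. Selection by significance was not excluded either.

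Genes of the mitochondrial respiratory chain, chosen after their values were seen, were also lower. All 20 listed genes of this kind were lower in dormant cells, with log2 fold changes from -0.81 to -0.40, beside the lower glycolysis genes that the paper reports. Other listed protein-coding genes in their wide range of length, 421 to 19359 bases, were lower in 451 of 908 cases (two-sided Fisher's exact p = 1.62e-06). Among those at least as abundant, 198 of 255 were lower, or 77.6% (two-sided Fisher's exact p = 0.0177). With the libraries rescaled by the median ratio 20 were still lower, but this rescaling moved all genes towards lower values. With equal totals, which moved genes the other way, 20 were lower with a median of -0.24. The rescaling by the median ratio thus could not test a normalization shift, so the pattern cannot be told apart from one. The genes were chosen because they had been seen to be lower, so the tests against other genes do not settle the role of gene length, and the pattern cannot be told apart from a length bias either. Of the genes that Supplementary Table II names for Oxidative phosphorylation, whose input the paper restricted to 2-fold changes, 3 were listed, 2 higher and 1 lower. No hypothesis on oxidative phosphorylation is drawn. All 9 listed ribosomal protein genes were lower as well, in the main scaling and in both rescalings.

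The glycolysis genes fell by more than other lower genes like them. Their median log2 fold change was -0.82 over 8 genes, against -0.55 over 91 other lower protein-coding genes between their shortest and longest, and least and most abundant, members (two-sided permutation test with 100000 permutations, p = 0.00156). The paper had picked these genes as lower, and the other genes were limited to lower ones and matched only by range, so this p-value tests a pattern on genes chosen for it. The difference cannot be told apart from an abundance- and length-related shift shared by the listed genes. Genes of one pathway are also not independent.

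Of the 585 lower genes, 70 had no counts in any dormant library, while 3 of the 576 higher genes had none in any proliferating (GFP+CV-) library. Their median normalized read count in proliferating cells was 77.1, against 6900 for the other lower genes (permutation p = 1e-05, the smallest the permutations can give). Missing transcripts in libraries of few sorted cells would look like this, and so could a loss of expression of low genes, so these cannot be told apart.

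Replicates varied more in dormant cells. Among 384 genes with a mean of at least 1000 and a change under 2-fold, 57% had a larger standard deviation of log2 values in dormant cells (219 genes, two-sided binomial p = 0.00676, with genes not independent), with medians of 0.16 and 0.12. This is consistent with the smaller numbers of sorted dormant cells, and a larger biological spread was not separated from it.

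Whole-number counts of 1 to 50 were even more often than odd in all 6 libraries (two-sided binomial p from 1.8e-10 to 0.014). Counting of both reads of a pair is a candidate explanation, and counts would then overstate the number of fragments. With the counts divided by 2, edgeR called 66 genes, 34 higher and 32 lower.

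Counts of 5 pairs of listed features lay within 5% of each other in every library, and 0 pairs did when the replicates of the second feature were shifted by one. These were *CRLF2* and its copy on the other sex chromosome, *ALDOA* under both identifiers, *XAGE1A* and *XAGE1B*, *URGCP-MRPS24* and *MRPS24*, and *AC034223.1* and *AC068860.1*, named after their values were seen. Reads shared between overlapping or near-identical genes are a likely source, and no biological explanation was tested.

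The 6 libraries can be split into groups of 3 in 10 ways, 4 of which part all 3 same-numbered pairs. Of these 4, 1 split, the real one, gave 1157 genes with an adjusted p-value under 0.05 over the listed genes, while the others gave 0, with 4 to 22 genes at an unadjusted p-value under 0.05. The 6 splits that part 1 pair also gave 0, with 4 to 30 genes. The listed genes had been chosen for a difference in the real split, and 4 splits are too few for a share under 0.05.

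Among genes of integrins, *ITGA1*, chosen after its value was seen, was higher in dormant cells, with a log2 fold change of 1.72 (standard error 0.41, adjusted p = 0.119 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.15 with the replicate block) and higher counts in 3 of 3 pairs.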
